A study of Mus musculus with 6 samples.

How the data were processed

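The data are deposited tables of nuclei from mouse brain: bulk SCRB-seq wells, bulk SMART-Seq2 wells, SMART-Seq2 plate nuclei in 3 batches, droplet nuclei, and a table of the whole series that sets FFPE nuclei beside frozen nuclei. The labels list 6 GEO samples, all called cortex, from 50 µm scrolls of C57BL/6J mice. They give no sex and no animal per well or nucleus. The frozen wells and nuclei appear in the annotation tables and not in the labels.

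The deposited bulk, plate and whole-series tables hold raw counts per gene and well or nucleus. Their columns hold whole numbers whose sums equal the totals in the authors' annotation tables. The deposited droplet table holds raw UMI counts, counted on a reference that the authors' gene table names mm10_premrna. The authors' annotation gives the percent of counts on human genes per nucleus, and the fraction of counts on mitochondrial genes. Per the file headers, the SCRB-seq table holds 10653 human genes and 19006 mouse genes counted on a combined reference. The deposited plate tables hold mouse genes only, and each plate nucleus has at least 90% of its counts on mouse genes. Whether SCRB-seq counts were collapsed by UMI, and the aligner and counting software, are not given in the sources used here. The deposited droplet nuclei hold 220 to 792 genes and at most 4.99% mitochondrial UMIs, while the authors' gene table counts up to 23828 cells per gene, so nuclei had been left out before deposit. The plate table of batch 3 holds gene names and 0 nuclei.

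Wells were grouped by the method and nuclei number in the authors' annotation, nuclei by plate and batch, and droplet nuclei by the authors' 12 classes. Of the FFPE nuclei in the whole-series table, 134 equal those of batch 2: across 21117 shared genes, 0 values differ. The other 9 have 102136 to 4973791 counts, against at most 431562 in the nuclei of batch 2. Whether each of these is a single nucleus is not given in the sources used here. They were kept, and leaving them out is an alternative. Human genes of the SCRB-seq table were left out of all fits.

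A gene was called detected with at least 1 count. Differences in mean genes per well were tested with 2-sided permutation tests: exact where a group had under 10 wells, otherwise with 100000 resamples, whose smallest p is 2.00e-05. Benjamini-Hochberg adjustment ran over the pairs of each family. Changed genes came from edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, quasi-likelihood test, adjusted p under 0.05), fitted over all FFPE wells of an assay without covariates. FFPE minus frozen was fitted with the frozen wells added. DESeq2 1.42.0 served as an alternative. Thinning drew counts without replacement: 20000 per SCRB-seq well, which left out 8 wells, 250000 per SMART-Seq2 well and 10000 per nucleus. SCRB-seq wells were also thinned to 7512, the lowest well total. Own droplet clusters used scanpy 1.11.5 with 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1, and an own cluster was named when 3 markers of 1 list were among its 10 leading genes. Python 3.11, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9 were used. The rules for naming own clusters and for a doublet caller that works were changed after first values had been seen.

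With 1 sample per group of nuclei, no test was made across nuclei. Medians come with quartiles, shares with exact binomial 95% intervals and summed counts with exact Poisson intervals. Annotation was GENCODE M21 on GRCm38, which holds 38 of the 40 named genes. 2900055J20Rik and RP24-263G24.2 are absent from it. The genes named were set by rule: for each tested contrast the 3 largest rises and 3 largest falls among called genes, for the nuclei the 5 largest of each among genes with at least 100 CPM in either arm, fixed cell type markers, Malat1, mitochondrial and ribosomal protein genes, and the 5 genes with the largest share of each table. Some results under these rules are not reported here. The comparisons, tests, naming rule and first set of alternatives were fixed before the data were examined. The FFPE minus frozen contrast of the wells was added afterwards.

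The spread between wells limits what can be called. In data simulated with the SCRB-seq spread (median dispersion 0.525), with 200 changed genes, the edgeR test recovered 27.3% to 33.3% of 2-fold changes, 92.0% to 93.3% of 4-fold changes and 93.2% to 96.6% of 16-fold changes between methods. With the SMART-Seq2 spread (median dispersion 1.44) it recovered 0% of 2-fold, 0% to 4.92% of 4-fold and 25.0% to 34.7% of 16-fold changes, so between methods only very large changes could be called there. At 0.1 of that spread it recovered 60.7% to 68.9% of 4-fold changes. Depth was not varied in these data. For FFPE minus frozen it recovered 56.3%, 75.3% and 74.6% in SCRB-seq, and 0%, 4.62% and 53.5% in SMART-Seq2, in the same order of folds.

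The alternatives covered scaling, the filter on low counts, the test, thinning, 5 counts for detection, medians against means, the wells in the fit, single wells left out, pseudocounts of 0.1 and 10, gene minimums, clustering settings and marker scores. Lists of genes for cerebellar granule neurons, striatal spiny neurons and cortical excitatory neurons, and a list of 4 Y chromosome genes, were written for the tests of sample origin. Medians of lists were placed among 10000 random lists matched on mean expression.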

Results

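Nuclei of formalin-fixed, paraffin-embedded (FFPE) mouse brain were profiled as bulk wells, as single nuclei in plates and as single nuclei in droplets. The labels call every sample cortex, from C57BL/6J mice of 8 to 12 weeks. The bulk wells address which of 3 ways of removing paraffin leaves the most usable RNA: heated mineral oil, heated xylene or xylene at room temperature. Wells of frozen nuclei stand beside them in both bulk tables. Each bulk chemistry is 1 GEO sample, so its wells are technical wells and not animals.

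The SCRB-seq table held 64 wells: 16 for each of the 3 methods and 16 of frozen nuclei. In each 16, 8 wells held 10 nuclei and 8 held 100. Mouse counts per well ranged from 7512 to 105967 in heated mineral oil (mean ± SD 42724 ± 34440), from 28953 to 147257 in heated xylene (70453 ± 29998), from 23015 to 128394 in room-temperature xylene (72865 ± 31886) and from 17611 to 167144 in frozen wells (66595 ± 43877). The wells of 1 method and 1 nuclei number formed 1 library pool, so the 8 pools and those groups cannot be told apart. Human genes in the same table were left out of the comparisons.

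Mouse genes with at least 1 count per SCRB-seq well averaged 5176 ± 3330.1 in heated mineral oil, 7644 ± 1589 in heated xylene, 8053 ± 2256 in room-temperature xylene and 8215 ± 2180.4 in frozen wells (mean ± SD, n = 16 each). Mineral oil minus heated xylene was -2468 genes (2-sided permutation p = 0.0134, Benjamini-Hochberg adjusted over the 3 pairs, 0.0200), with 10 of 16 mineral oil wells under the heated xylene mean. Mineral oil minus room-temperature xylene was -2878 (permutation p = 0.00830, adjusted 0.0200, 11 of 16 wells). Heated minus room-temperature xylene was -409.9 (permutation p = 0.555, adjusted 0.555, 10 of 16 wells). Against frozen wells, the differences were -3039.6 for mineral oil (adjusted permutation p = 0.0161, 11 of 16 wells), -571.9 for heated xylene (0.599, 10 of 16) and -161.9 for room-temperature xylene (0.839, 8 of 16). Drawing each well down to 20000 counts moved the method differences most: mineral oil minus heated xylene became -248.2 (adjusted permutation p = 0.499), with adjusted values from 6.00e-05 to 0.499 over all alternatives. That draw leaves out 6 of the 8 mineral oil wells with 10 nuclei.

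The difference between mineral oil and the xylene methods lay mostly in wells of 10 nuclei. There, SCRB-seq wells averaged 2091 ± 380.1 genes in mineral oil, 6413 ± 1064 in heated xylene, 6311 ± 1415 in room-temperature xylene and 6477 ± 1252 in frozen wells (n = 8 each). Mineral oil minus heated xylene was -4322 and mineral oil minus room-temperature xylene -4219.9, with all 8 mineral oil wells under the other method's mean. Both had exact permutation p = 0.000155, the smallest that 8 against 8 wells can give, and 0.000311 after Benjamini-Hochberg adjustment. Heated minus room-temperature xylene was 102.1 (exact p = 0.875, adjusted 0.913, 5 of 8 wells). At 100 nuclei the means were 8260.4 ± 1368, 8874 ± 904.7, 9796 ± 1400.3 and 9954 ± 1308 in the same order. There, mineral oil minus heated xylene was -613.4 (exact p = 0.311, adjusted 0.373, 5 of 8 wells) and mineral oil minus room-temperature xylene -1535 (exact p = 0.0446, adjusted 0.134, 8 of 8 wells). Heated minus room-temperature xylene was -922 at 100 nuclei (exact p = 0.140, adjusted 0.210, 7 of 8 wells).

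**Figure D1:**
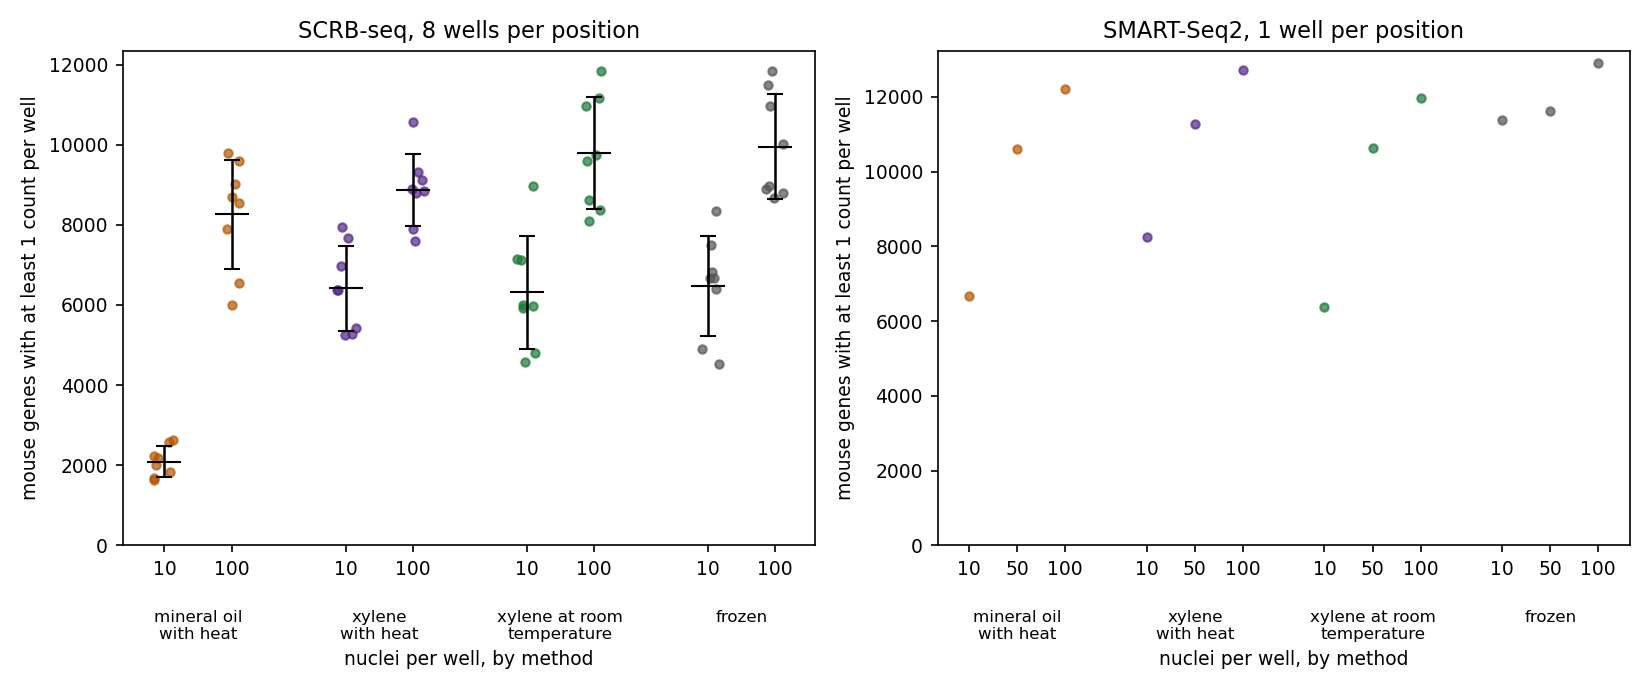
Mouse genes detected per well by method and number of nuclei, in SCRB-seq and SMART-Seq2. Points are wells, and bars show mean ± SD over the 8 SCRB-seq wells of each position, such as 2091 ± 380.1 genes for mineral oil at 10 nuclei.

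The SMART-Seq2 bulk table held 12 wells, with 1 well of 100, 50 and 10 nuclei per method and for frozen nuclei. Counts per well ranged from 422718 to 742866 in mineral oil, from 694218 to 942966 in heated xylene, from 490612 to 566881 in room-temperature xylene and from 270363 to 891133 in frozen wells. Genes detected per well averaged 9831 ± 2850.2, 10748 ± 2280.3, 9655 ± 2922 and 11966 ± 823.8 in that order (mean ± SD, n = 3 each). Mineral oil minus heated xylene was -916.7 (2-sided exact permutation p = 0.6, adjusted 0.8, 2 of 3 wells). Heated minus room-temperature xylene was 1093 (exact p = 0.6, adjusted 0.8, 2 of 3 wells), and mineral oil minus room-temperature xylene 176.7 (exact p = 0.8, adjusted 0.8, 2 of 3 wells). With 3 wells against 3, p cannot fall under 0.1. Each difference changed sign when 1 well was left out, which leaves nuclei numbers unbalanced: to 661.5 without the mineral oil well of 10 nuclei, and to -548.5 and -1465 without the room-temperature xylene well of 10 nuclei, in the order above. Between wells of the same nuclei number (100, 50 and 10), mineral oil minus heated xylene was -505, -668 and -1577, heated minus room-temperature xylene 755, 644 and 1881, and mineral oil minus room-temperature xylene 250, -24 and 304. With labels permuted within nuclei number, a test added after the data were seen, exact p was 0.25, 0.25 and 0.5 (adjusted 0.375, 0.375 and 0.5), and 0.25 is the smallest possible. At 10 nuclei the single wells held 6675, 8252, 6371 and 11366 genes, again in the order of the means.

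Between methods, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on 1080 SCRB-seq genes called 92 genes at adjusted p under 0.05 for mineral oil minus heated xylene (17 higher, 75 lower). It called 21 for heated minus room-temperature xylene (11 higher, 10 lower) and 111 for mineral oil minus room-temperature xylene (27 higher, 84 lower). The median log2 fold change over the tested genes was -0.15, -0.02 and -0.13. With DESeq2's size factors the counts were 70 (14 higher, 56 lower), 14 (4 higher, 10 lower) and 99 (13 higher, 86 lower), with medians of -0.14, -0.09 and -0.22. Among wells of 100 nuclei alone the splits were 119 higher and 137 lower, 54 and 63, and 80 and 98, and among wells of 10 nuclei alone 22 and 84, 11 and 3, and 15 and 82. Leaving out the filter on low counts moved the counts most, to 3415, 2899 and 2925. In that unfiltered setting 10 shuffles of the wells already called 201 to 867, 51 to 380 and 25 to 278 genes, against 0 to 2 with the filter.

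For mineral oil minus heated xylene in SCRB-seq, Ptprn fell furthest, with log2 fold change -3.52 (SE 0.42, edgeR adjusted p = 1.66e-08): mean 13.6 CPM (gene counts scaled by the mouse counts of the well) in mineral oil against 241 in heated xylene, with 16 of 16 mineral oil wells under the xylene mean. Nat8l (-3.03, SE 0.46, edgeR adjusted p = 5.02e-06, 16.3 against 202 CPM, 16 of 16 wells) and Anp32a (-2.84, SE 0.61, 0.00129, 16 of 16 wells) followed. Erc1 rose most, with log2 fold change 2.83 (SE 0.66, edgeR adjusted p = 0.00255, 593 against 67.0 CPM, 13 of 16 wells), then Rock2 (2.63, SE 0.65, 0.00490, 14 of 16) and Pnmal2 (2.51, SE 0.54, 0.00122, 8 of 16). Erc1 ran from 0 to 5272 CPM over the mineral oil wells, so its mean rests partly on 1 well. Its summed counts were 197 of 683589 in mineral oil against 81 of 1127248 in heated xylene. In GRCm38, Ptprn lies on chromosome 1 at 75247027 to 75264502 (minus strand) and Erc1 on chromosome 6 at 119570796 to 119848167 (minus strand). Among wells of 100 nuclei alone, Anp32a (-1.50, edgeR adjusted p = 0.158, range over alternatives 0.000170 to 0.158) and Erc1 (0.58, 0.573, range 0.000407 to 0.573) were not called.

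For heated minus room-temperature xylene in SCRB-seq, Pnmal2 fell furthest, with log2 fold change -3.12 (SE 0.54, edgeR adjusted p = 0.000311, 29.3 against 269 CPM, 16 of 16 heated xylene wells under the room-temperature mean). Grin2c (-2.25, SE 0.57, edgeR adjusted p = 0.0177, 16 of 16) and Tmem266 (-2.25, SE 0.62, 0.0387, 14 of 16) followed. Sparcl1 rose most, with log2 fold change 2.30 (SE 0.58, edgeR adjusted p = 0.0177, 467 against 92.4 CPM, 16 of 16), then Neat1 (2.18, SE 0.55, 0.0177, 16 of 16) and Syt2 (2.02, SE 0.53, 0.0214, 14 of 16). Pnmal2 lies on chromosome 7 at 16944682 to 16948828 (plus strand) and Sparcl1 on chromosome 5 at 104079111 to 104113733 (minus strand). Tmem266, Sparcl1, Neat1 and Syt2 were not called with DESeq2's size factors (edgeR adjusted p = 0.0901, 0.0997, 0.123 and 0.112) or among wells of 100 nuclei alone (0.339, 0.0873, 0.220 and 0.133). Over all alternatives their adjusted p ranged from 0.00345 to 0.339, from 0.000281 to 0.0997, from 0.000326 to 0.220 and from 0.00441 to 0.133 in edgeR and DESeq2.

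For mineral oil minus room-temperature xylene in SCRB-seq, Myo16 fell furthest, with log2 fold change -3.55 (SE 0.57, edgeR adjusted p = 9.39e-06, 38.3 against 443 CPM, 16 of 16 mineral oil wells under the xylene mean). Nat8l (-3.53, SE 0.46, edgeR adjusted p = 1.34e-07, 16 of 16) and Rpl8 (-3.36, SE 0.62, 0.000170, 16 of 16) followed. D8Ertd738e rose most, with log2 fold change 2.30 (SE 0.47, edgeR adjusted p = 0.000747, 348 against 62.2 CPM, 14 of 16), then Bend6 (2.15, SE 0.54, 0.00575, 12 of 16) and Rnf130 (2.04, SE 0.59, 0.0164, 12 of 16). D8Ertd738e ran from 0 to 2396 CPM over the mineral oil wells, so its mean rests partly on 1 well. Its summed counts were 212 of 683589 in mineral oil against 72 of 1165844 in room-temperature xylene. Myo16 and D8Ertd738e both lie on chromosome 8, at 10153911 to 10634742 (plus strand) and 84246238 to 84249719 (minus strand). Rpl8 was not called among wells of 100 nuclei alone (edgeR adjusted p = 0.0711, range over alternatives 5.80e-07 to 0.0711), and Rnf130 not with DESeq2's size factors (0.0555, range 0.00699 to 0.0555).

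In the SMART-Seq2 bulk wells, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 8372 genes for each of the 3 method pairs. At an unadjusted p under 0.05 the counts were 314 for mineral oil minus heated xylene, 199 for heated minus room-temperature xylene and 379 for mineral oil minus room-temperature xylene. DESeq2's Wald test called 20, 1 and 26, and leaving out the filter on low counts gave 19, 5 and 16 by edgeR.

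FFPE and frozen wells were compared as the mean of the 3 methods minus frozen, a contrast added after the data showed frozen wells. In SCRB-seq, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 857 of 1478 genes (447 higher, 410 lower in FFPE). DESeq2's size factors shifted the median log2 fold change over all tested genes from 0.00 to -0.58 and gave 983 genes (309 higher, 674 lower), so the up and down shares depend on the scaling. Leaving out the filter on low counts moved the count most, to 4785. A set of 12 mouse genes had at least 1000 CPM in FFPE SCRB-seq wells and at most 20 CPM in FFPE SMART-Seq2 wells. Their mean share of mouse counts was 2.12% to 7.93% in the FFPE pools, against 0.363% and 0.488% in the frozen pools. Whether background reads add to the rises, or to genes per FFPE well, was not tested. The largest falls were 2900055J20Rik with log2 fold change -6.85 (SE 0.35, edgeR adjusted p = 2.36e-25, 5.68 against 678 CPM, 48 of 48 FFPE wells under the frozen mean), Gm28928 (-5.06, SE 0.34, 5.02e-22, 48 of 48) and Kctd16 (-4.86, SE 0.34, 4.91e-21, 48 of 48). The largest rises were Gm21317 with log2 fold change 8.35 (SE 0.80, edgeR adjusted p = 6.58e-15, 2481 counts against 2 in frozen wells, with 7.79 to 4729 CPM over the FFPE wells, 48 of 48), Cbln3 (7.32, SE 0.71, 1.11e-13, 47 of 48) and Ctsc (7.25, SE 0.63, 1.17e-16, 37901 against 286 CPM, 48 of 48). Cbln3 had 0 counts in all 16 frozen wells, so it was at least 99.6-fold higher against a floor of 3 counts over the frozen group. Such bounds are the lowest of pooled CPM, mean CPM and pooled CPM without any 1 well. The annotation puts Gm21317 on the Y chromosome at 82225227 to 82251419 (plus strand); reads shared with other copies were not tested. Kctd16 lies on chromosome 18 at 40256962 to 40531630 (plus strand), Cbln3 on chromosome 14 at 55878913 to 55884392 (minus strand) and Ctsc on chromosome 7 at 88278085 to 88310888 (plus strand).

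In SMART-Seq2, the same FFPE minus frozen contrast called 372 of 9092 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (132 higher, 240 lower), and 641 by DESeq2's Wald test (339 higher, 302 lower). As a ratio, leaving out 1 frozen well moved the edgeR count most, to 162 without the well of 10 nuclei, 187 without 50 and 174 without 100. Gm27000 fell furthest, with log2 fold change -9.24 (SE 0.84, edgeR adjusted p = 5.08e-07, 1.81 against 635 CPM, 9 of 9 FFPE wells under the frozen mean). Eif2s3y (-9.08, SE 1.40, edgeR adjusted p = 0.000689) and Kdm5d (-8.92, SE 1.47, 0.00116) had 0 counts in 9 of 9 FFPE wells and were at least 170.6-fold and at least 91.98-fold lower against a floor of 3 counts over the FFPE group. Kdm5d ran from 22.2 to 167 CPM over the 3 frozen wells. Kdm5d was not called by DESeq2's Wald test (adjusted p = 0.122, range over alternatives 3.28e-06 to 0.122). Cbln3 (11.05, SE 1.12, edgeR adjusted p = 1.54e-06), Gabra6 (10.60, SE 1.42, 5.57e-05) and Cbln1 (10.00, SE 1.31, 4.52e-05) rose most, in 9 of 9 wells. They had 0 counts in all 3 frozen wells and were at least 227-fold, at least 139-fold and at least 107-fold higher. The fitted fold changes of genes without counts in a group depend on edgeR's prior count. Gabra6 lies on chromosome 11 at 42306437 to 42321072 (minus strand), Eif2s3y on the Y chromosome at 1010543 to 1028847 (plus strand).

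Malat1 (chromosome 19, 5795690 to 5802672, minus strand) took 0.923% of mouse counts in SCRB-seq wells of mineral oil, 1.17% in heated xylene and 1.73% in room-temperature xylene, against 9.19% in frozen wells (permutation p = 2.00e-05 each, the smallest possible, adjusted over the 3 pairs 2.00e-05, 16 of 16 wells lower in each method). Mitochondrial genes took 0.747%, 0.813% and 0.747% against 0.276% (adjusted permutation p = 8.00e-05, 3.00e-05 and 3.00e-05, 14, 16 and 16 of 16 wells higher), and ribosomal protein genes 0.560%, 0.657% and 0.754% against 0.492%. In SMART-Seq2, Malat1 took 1.2%, 1.56% and 1.498% against 1.96% in frozen wells (adjusted exact permutation p = 0.4 for each pair, 3 of 3 wells under the frozen mean in each). At 100 and at 50 nuclei, each method was under the frozen well of that number. At 10 nuclei, the heated (1.45%) and room-temperature (1.32%) xylene wells were over the frozen well (1.16%), and the mineral oil well (0.833%) under it. Mitochondrial genes took 0.558%, 0.4997% and 0.760% against 0.0343% in frozen SMART-Seq2 wells (exact p = 0.1, the smallest possible, 3 of 3 wells higher in each). The genes with the largest share of all SCRB-seq mouse counts, with the shares of summed FFPE and summed frozen counts, were Malat1 (1.47% and 9.62%), Ctsc (2.62% and 0.0155%), Tspan3 (2.17% and 0.0174%), Dlgap1 (1.002% and 0.308%) and Meg3 (0.432% and 1.302%). In SMART-Seq2 they were Malat1 (1.43% and 1.73%), Gm10800 (0.448% and 3.26%), Kcnip4 (1.098% and 0.909%), Gm10801 (0.693% and 0.862%) and Nrxn3 (0.737% and 0.667%).

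The plate tables held 98 FFPE nuclei in batch 1 and 134 in batch 2, while the table of batch 3 held 0. Batch 1 had a median of 180584 mouse counts per nucleus (quartiles 93442 to 280342.8) and 1603 genes (1277 to 1974). Batch 2 had 42747 counts (25415 to 85468) and 1555 genes (1274 to 2171). Requiring 5 counts per gene moved the difference in median genes from 48 to 272, and the difference of means, of the opposite sign, was -228.9. The medians per plate were 1013.5 genes in MB17 and 1700.5 in MB18 of batch 1, and 1493 in MB14 and 1568 in MB16 of batch 2. Nuclei are not replicates and each batch is 1 sample, so no test was made. Gm10801 led batch 1 (9.78% of counts), followed by Chl1 (1.76%), Gm10800 (0.834%), Kcnip4 (0.678%) and Malat1 (0.661%). Batch 2 was led by Eri1 (0.684%, 99.97% of it from 1 nucleus), Gm42418 (0.679%), Fth1 (0.640%, 56.7% from 1 nucleus), Gm10800 (0.604%) and Apoe (0.558%). The mean shares per nucleus of these 5 were 0.189%, 0.918%, 0.356%, 0.341% and 0.445%.

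A further table set 143 FFPE nuclei from plates MB14 and MB16 beside 137 frozen nuclei from plate1 and plate2. In its annotation, the FFPE nuclei carry hemisphere letter L and the frozen ones R, so treatment, plate and hemisphere cannot be told apart. FFPE nuclei had a median of 47887 mouse counts (quartiles 27356 to 116035) and 1635 genes (1293 to 2391). Frozen nuclei had 255329 counts (34736 to 777057) and 4382 genes (1836 to 6742). At 10000 counts per nucleus the medians were 1016 and 1732 genes. The summed FFPE profile rests largely on the 9 nuclei that no batch holds, which had 102136 to 4973791 counts and 3351 to 15973 genes. Mean counts per nucleus were 165148.4 over all 143 FFPE nuclei and 75333 over the 134 of batch 2. Across 21275 genes, which are not independent replicates, the summed profiles correlated with Pearson r = 0.780 and Spearman rho = 0.772 on log2(CPM + 1). Restricting to genes with at least 10 CPM in either arm moved these most, to 0.429 and 0.469. Between plates, r was 0.749 for MB14 with MB16, 0.970 for plate1 with plate2, and 0.729 to 0.774 for FFPE with frozen plates. On mean CPM per nucleus these were 0.893, 0.964 and 0.747 to 0.781.

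The largest rises from frozen to FFPE nuclei on log2((CPM + 10)/(CPM + 10)) were Eri1 (7.73), Gm20757 (6.44), Slc25a21 (6.36), Adgrg2 (6.24) and Gm12371 (6.08). Each drew at least 93.9% of its FFPE counts from 1 nucleus. With each nucleus weighted equally, the last 4 became 1.79, 1.92, 1.85 and 1.91, and Eri1 7.01. Without the 9 FFPE nuclei that no batch holds, the 5 rises were 8.95, 0.47, 1.86, 0.62 and 1.70. The largest falls were Colgalt1 (-5.28, 0.254 CPM, exact Poisson 95% interval 0.0932 to 0.553, against 389.6, 385 to 394), RP24-263G24.2 (-5.12), Gba2 (-4.92), Npy (-4.79, 7.96 CPM, 6.86 to 9.18, against 488, 483 to 494) and Rtkn (-4.73). These intervals, and those on shares of nuclei, cover counting error only. For the 5 falls, 1 frozen nucleus gave 12.5% (Npy) to 39.6% (RP24-263G24.2) of the frozen counts of each. With each nucleus weighted equally, the falls became -4.23, -5.02, -4.55, -4.24 and -4.09, so Colgalt1 no longer led. Npy lies on chromosome 6 at 49822710 to 49829507 (plus strand), Eri1 on chromosome 8 at 35465253 to 35496196 (minus strand). Malat1 took 0.474% of summed FFPE counts against 0.315% in frozen, while the medians per nucleus ran the other way, 0.211% against 0.302%. Mitochondrial genes took 0.632% against 0.548% of the sums (medians 0.401% and 0.278%). Ribosomal protein genes took 1.48% against 1.56% of the sums, and their medians also ran the other way, 1.76% against 0.947%. Gm10800 (1.68%), Gm10801 (0.986%), Gm21738 (0.960%), Gm26870 (0.582%) and Kcnd2 (0.506%) led the FFPE sum, where 1 nucleus gave 39.2% to 69.2% of the counts of each and the mean shares per nucleus were 0.394%, 0.470%, 0.238%, 0.150% and 0.202%, and Gm26917 (0.987%), Meg3 (0.700%) and Gm42418 (0.389%) the frozen sum.

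The droplet table held 7031 nuclei with 235 to 998 UMIs each (median 325, quartiles 280 to 410.0) and a median of 277 genes (244 to 339). By the authors' classes, 79.4% of nuclei were neurons (exact binomial 95% interval 78.4 to 80.3), 8.88% astrocytes (8.22 to 9.56), 4.24% oligodendrocytes (3.78 to 4.74) and 3.06% oligodendrocyte precursors (2.67 to 3.49). Endothelial nuclei made 2.47% (2.12 to 2.87), microglia 1.32% (1.07 to 1.62) and fibroblasts 0.668% (0.492 to 0.888). All neurons fell in classes named ExNeuron1 to ExNeuron6, with 30.2%, 15.6%, 15.7%, 10.2%, 4.71% and 2.97% of nuclei. Naming each nucleus by its highest marker score moved the neuron share most, to 34.2%. Gm42418 (2.81% of UMIs), Kcnip4 (1.01%), Dlgap1 (0.618%), Malat1 (0.610%) and Kcnd2 (0.584%) led the table. Mitochondrial genes took 3.32% of UMIs and ribosomal protein genes 0.516%.

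**Figure D2:**
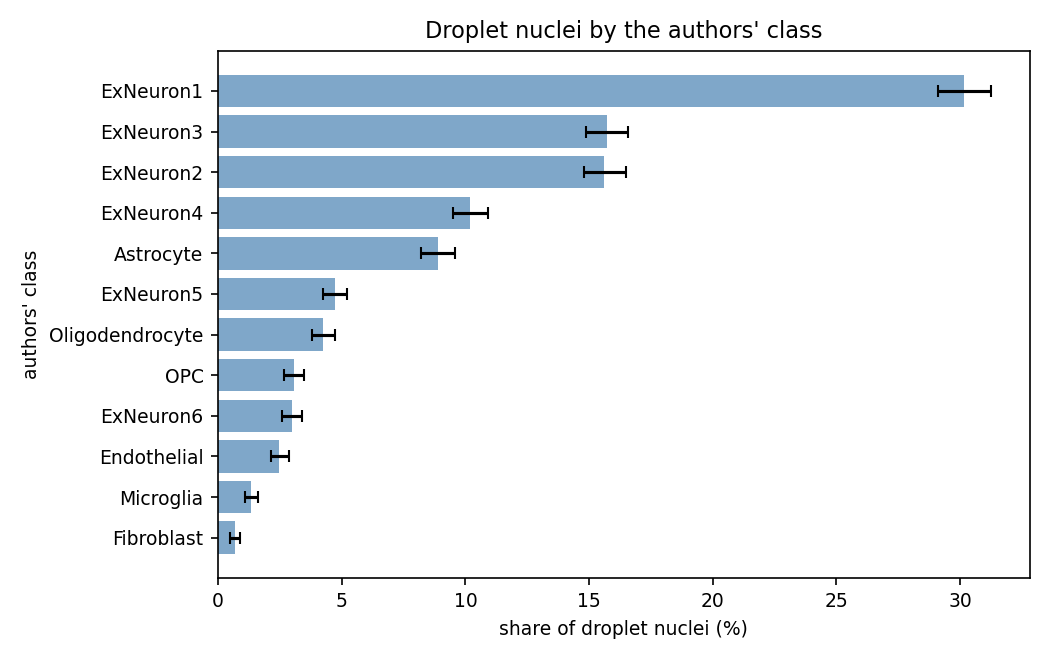
Share of droplet nuclei in each of the authors' 12 classes, with exact binomial 95% intervals. ExNeuron1 holds 30.2% of nuclei and fibroblasts 0.668%.

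Each non-neuronal marker list reported here took its largest share of UMIs in the class of its name, and the mural or leptomeningeal list in fibroblasts. The astrocyte list took 1.07% in astrocytes (median 339 UMIs per nucleus) against 0.322% in ExNeuron1 (331), and the precursor list, with Pdgfra and Vcan, 0.748% in precursors (340.0) against 0.0823%. The microglia list took 0.434% in microglia (285) against 0.0214%, the endothelial list 0.299% in endothelial nuclei (301.5) against 0.0126%, and the mural or leptomeningeal list 1.56% in fibroblasts (396) against 0.0259%. The next highest share of the astrocyte list was 0.641% in fibroblasts, and that of the precursor list 0.176% in astrocytes. For the microglia list it was 0.038% in ExNeuron6. For the endothelial list it was 0.0353% in fibroblasts, and for the mural or leptomeningeal list 0.159% in endothelial nuclei. The excitatory list took 1.01% to 1.89% in the ExNeuron classes against 0.813% to 1.17% in the other classes. Kcnip4, 1 of its 12 genes, alone took 1.01% of all UMIs and was counted in 83.3% of nuclei. The shares of the excitatory list thus rest mostly on that gene. The inhibitory list took 0.137% to 0.191% in ExNeuron1, 2, 3 and 5, 0.621% (0.594 to 0.650) in ExNeuron4 and 0.363% (0.323 to 0.407) in ExNeuron6, against 0.427% (0.382 to 0.476) in precursors and 0.0757% to 0.200% in the other non-neuronal classes.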

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

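The tests below were chosen only after the result was seen, except leaving out the leading genes of each well, which was set before its result was known. Each weighs technical explanations, since the labels name no biological difference between the methods and none was tested.

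The loss of genes with mineral oil differed between nuclei numbers in SCRB-seq. Mineral oil minus heated xylene was -4322 genes at 10 nuclei and -613.4 at 100, a difference of -3709 between them (permutation p = 5.00e-05, Benjamini-Hochberg adjusted over 3 pairs 0.000150, 8 of 8 mineral oil wells lower at 10 nuclei and 5 of 8 at 100). Mineral oil minus room-temperature xylene was -4219.9 and -1535, a difference of -2685 (permutation p = 0.00314, adjusted 0.00471, 8 of 8 and 8 of 8 wells). Heated minus room-temperature xylene gave 1024 (permutation p = 0.226, adjusted 0.226). Mouse counts were lower too: 14398 per mineral oil well at 10 nuclei, against 54963 and 60914 in the heated and room-temperature xylene wells. Depth alone would leave no difference at equal counts. With every well drawn down to the lowest well total of 7512, the differences between nuclei numbers fell to -1171 (permutation p = 1.00e-05, the smallest possible, adjusted 3.00e-05) and -658.4 (adjusted 0.00126), which argues against depth as the whole cause. With the 50 leading genes of each well left out and 4082 counts drawn per well, -694.1 and -442.8 were left (permutation p = 1.00e-05 each, the smallest possible, adjusted 1.50e-05), which argues against a few genes taking most of the counts as the whole cause. Heated minus room-temperature xylene also differed between nuclei numbers at equal counts (513 and 251.4 genes in these 2 draws, adjusted permutation p = 0.00170 and 0.000730), so the pattern is not limited to mineral oil there. A difference between library pools stays open: there is 1 pool per method and nuclei number, so a pool effect and a method effect cannot be told apart. In SMART-Seq2, with 1 well per nuclei number, the difference was not tested. The mineral oil well of 10 nuclei held 6675 genes there, and the room-temperature xylene well 6371.

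Human genes drew counts in the SCRB-seq table, a signal outside the mouse comparisons. They took 18.5% ± 8.85 of counts in mineral oil, 12.2% ± 3.92 in heated xylene and 12.1% ± 4.89 in room-temperature xylene, against 2.35% ± 0.605 in frozen wells (mean ± SD, n = 16 each, permutation p = 2.00e-05 for each, the smallest possible, and the same after adjustment over the 3 pairs, 16 of 16 wells higher in each). The share was higher with fewer nuclei: 26.7% at 10 nuclei against 10.4% at 100 in mineral oil, 15.4% against 9.11% in heated xylene, 15.7% against 8.43% in room-temperature xylene and 2.78% against 1.91% in frozen wells (n = 8 each, adjusted exact permutation p = 0.000311, 0.000311, 0.000414 and 0.000622). A fixed rate of mouse reads assigned to human genes would give the same share at both nuclei numbers, so the largest of the method values, 0.000414, argues against it. Human RNA stays open. In the FFPE wells, abundant human genes (MALAT1, ACTB, EEF1A1, mitochondrial and ribosomal protein genes, 88 in all) took 1.88% of human counts. There, 103 such mouse genes took 3.02% of mouse counts. Within these sums MALAT1 took 0.0305% against 1.47% for Malat1, while ribosomal protein genes took 1.58% against 0.659%. RBFOX1 (9.59%), LPP (9.35%), LINC00486 (4.34%), ASIP (2.93%) and RAPGEF6 (2.35%) together took 28.6% of human counts in the FFPE wells. A candidate explanation is background reads that also reach mouse genes. For 12 mouse genes with at least 1000 CPM in SCRB-seq FFPE wells and at most 20 CPM in SMART-Seq2, their share of mouse counts rose with the human share across the 8 wells of a pool (median over 8 pools, Pearson r = 0.822 and Spearman rho = 0.821, permutation p = 1.00e-05 each, the smallest possible). Without the 2 wells farthest from the median, r was 0.775. Over pools r ran from -0.0185 in mineral oil at 10 nuclei to 0.947, and 7 of 8 pools were over 0.5. Both shares also rise when a well holds less mouse RNA, so the test cannot separate background from a low yield.

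A frozen SCRB-seq well of 10 nuclei had the highest mitochondrial share of its 8 wells, far from the others: 0.341% (63 of 18490 counts, exact binomial 95% interval 0.262 to 0.436). The next well had 0.228% (0.183 to 0.282). It was the only one of 40 groups with a value so far out, and chance gives about 1 in 20. Counting error at low depth stays open: the lower limit, 0.262%, lies within the interval of the next well, and the well has the second lowest total of the 8. The well with the lowest total, 17611 counts, had 0.204%.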

How the results depend on the processing

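The tests of single wells left out in FFPE minus frozen, nuclei number as a factor, wells of 10 or of 100 nuclei alone, frozen wells in the fit of the methods, human genes kept, well barcodes as a replicate block, labels permuted within nuclei number, wells of the same nuclei number compared, thinning to the lowest well total, FFPE nuclei of the plate batches alone, and means of counts and genes in the FFPE and frozen nuclei were chosen only after the data were seen. The other alternatives were planned. A block by shared replicate numbers was planned in general, and the barcode as that number was chosen only after the data were seen.

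No animal or tissue block numbers link wells or nuclei of different groups. In SCRB-seq the same 8 well barcodes recur in each of the 8 pools, so the wells share a number. Wells of the same barcode deviated from their pool means together in part. Correlations over 0.1 were found in 13 of 28 pairs of pools for mouse genes (permutation p = 0.163 from 10000 shuffles of barcodes within pools, adjusted 0.163), 15 for mouse counts (0.0551, adjusted 0.0735), 17 for human genes (0.0238, adjusted 0.0476) and 23 for the human share (0.000300, adjusted 0.00120). Over 1880 genes, 59 of 224 pairs of wells with the same barcode were over 0.1 (permutation p = 1.00e-04, the smallest the shuffles can give). Pools are thus not fully independent, for human genes, the human share and gene profiles. With the barcode as a replicate block, the counts of changed genes were 104 for mineral oil minus heated xylene, 22 for heated minus room-temperature xylene, 107 for mineral oil minus room-temperature xylene and 867 for FFPE minus frozen. Genes per well paired by barcode and nuclei number kept their calls. Of the genes called without the block, 85 of 92, 20 of 21, 95 of 111 and 839 of 857 were called with it. The named genes kept their calls, and no count moved by over 1.5 times. SMART-Seq2 wells share only their nuclei number, by which they were matched.

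Of 60 alternative values for genes per well, 51 kept their direction and their side of the threshold. In SCRB-seq, thinning to 20000 counts left -248.2 for mineral oil minus heated xylene and -488.1 for mineral oil minus room-temperature xylene (permutation p adjusted 0.499 for both, range over alternatives 6.00e-05 to 0.499). This setting leaves out 6 of the 8 mineral oil wells of 10 nuclei, which shows part of the cause. Thinning to the lowest well total, which leaves out none, gave -619.2 and -698.2 (permutation p adjusted 0.0252 for both). In SMART-Seq2 no alternative was called at 3 wells against 3, so direction alone is compared. With single wells left out, mineral oil minus heated xylene ran from -2165 to 661.5, heated minus room-temperature xylene from -548.5 to 2341, and mineral oil minus room-temperature xylene from -1465 to 1755. The first reversed without the heated xylene well of 100 nuclei (70.3) and the mineral oil well of 10 (661.5), and the second without the room-temperature xylene well of 10 (-548.5). The last reversed without the room-temperature xylene well of 10 (-1465), without the mineral oil wells of 100 (-1016) and 50 (-208.7), and as a difference of medians (-24). Single wells left out leave nuclei numbers unbalanced, and genes per well follow nuclei number. With a whole nuclei number left out of both methods the mean differences kept their sign: -1123 to -586.5, 699.5 to 1318, and 113 to 277. The sign changes with single wells left out thus come from the imbalance.

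Counts of changed genes between methods in SCRB-seq are given for mineral oil minus heated xylene, heated minus room-temperature xylene and mineral oil minus room-temperature xylene, in that order. They were 92, 21 and 111. Without the filter on low counts they were 3415, 2899 and 2925, and 4785 for FFPE minus frozen (857 with it). The shuffles show that the unfiltered counts between methods are inflated, and FFPE minus frozen was not shuffled without the filter: with the wells shuffled, 9.99% to 16.9% of genes had an unadjusted p under 0.05. Fits of the wells of 2 methods alone gave 25, 42 and 33. Nuclei number as a factor gave 143, 62 and 201, frozen wells in the fit 230, 87 and 251, and wells of 100 nuclei alone 256, 117 and 178. DESeq2's Wald test gave 33 for heated minus room-temperature xylene. FFPE minus frozen gave 478 genes among wells of 10 nuclei alone and 1119 among wells of 100 alone. The cause was not tested for these changes.

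In SMART-Seq2 the edgeR counts of 0 became 19, 5 and 16 without the filter, 20, 1 and 26 by DESeq2's Wald test, and 4 for mineral oil minus heated xylene with frozen wells in the fit. With single wells left out they ranged from 0 to 6, from 0 to 0 and from 0 to 3. Mineral oil minus heated xylene gave 6 and 3 without the heated xylene wells of 100 and 50 nuclei, and 4 and 1 without the mineral oil wells of 100 and 50. Mineral oil minus room-temperature xylene gave 2, 3 and 1 without the room-temperature xylene wells of 100, 50 and 10, and 2 and 1 without the mineral oil wells of 100 and 50. FFPE minus frozen, 372 by edgeR, was 641 by DESeq2's Wald test and ranged from 162 to 469 with single wells left out: 174, 187 and 162 without the frozen wells of 100, 50 and 10 nuclei. The cause of these changes was not tested. Of 98 alternative counts, 60 stayed within 1.5 times the main count.

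Of 316 alternative values for the genes named in the wells, 316 kept their sign and 303 their side of the threshold. The 13 that lost their call were 7 among wells of 100 nuclei alone, 5 with DESeq2's size factors and 1 with its Wald test, named with those genes. For the genes named in the nuclei, 30 of 30 values kept their sign and 22 moved beyond a fixed limit on the log2 difference.

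Plate nuclei held medians of 1033.5 genes in batch 1 and 761.5 in batch 2 at 5 counts, a difference of 272, and of 964 and 991 at 10000 counts. The mean of batch 2 was 1838, and the difference of means -228.9. For FFPE against frozen nuclei, Pearson r was 0.796 on mean CPM per nucleus, 0.704 on thinned nuclei and 0.429 among genes with at least 10 CPM in either arm, and Spearman rho 0.784, 0.681 and 0.469. Mean counts per nucleus were 165148.4 in FFPE and 464003.8 in frozen nuclei, and mean genes 2208 in FFPE. Thinned medians were 1016 and 1732 genes. Thinning removes depth by construction. For the other changes the cause was not tested.

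The neuron share of droplet nuclei was 82.8% among the 389 nuclei with at least 500 genes. In own clusters named by the authors' majority class it was 87.3% at resolution 1, 88.8% at 0.5, 87.5% at 2, 86.6% with 1000 variable genes, 88.8% with 4000 and 88.2% without mitochondrial genes. It was 34.2% by the highest marker score per nucleus. The own clusters numbered 8 to 26 and shared little with the authors' clusters (adjusted Rand index 0.0599 to 0.128). With a median of 325 UMIs per nucleus, classes rest on few counts, and the cause was not tested.

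Not run were plate sums by method and classes within the FFPE and frozen nuclei (neither annotated) and SCRB-seq wells left out in turn (16 per method). A minimum of 200 genes or the removal of shallow wells would take out no droplet nucleus and no well. Doublets were not removed: scrublet marked 3 of 7031 droplet nuclei (0.0427%), too few for a working caller.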

Other observations

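The tests on sex, on inhibitory genes in the droplet classes, on single nuclei behind the largest rises and on other splits of the wells were chosen only after the result was seen, and those on pools, length, GC content and brain regions were set before their values. The region lists were written after the leading genes of the droplet classes had been seen, and leave those genes out. The limits that set how each pool, length and GC value is read were chosen after the values were seen.

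Other splits of the wells give the weight of the counts of changed genes. In SCRB-seq, 100 splits of the wells, the real one included, gave 1 with as many genes for each contrast: the real counts were 92, 21 and 111 between methods and 857 for FFPE minus frozen, and the highest of the other splits 7, 12, 13 and 88. Chance can be excluded there at the level of wells. In SMART-Seq2, FFPE minus frozen gave 372 genes against at most 11 in the other splits (1 of 100 as large), so chance can be excluded at the level of wells too. In both assays the splits treat wells as exchangeable, so they do not exclude a chance difference between preparations, pools or animals. For the method pairs, 10 of 10 splits gave as many as the real 0, with 0, 1 and 0 as the highest of the others, and 3 wells against 3 can exclude nothing.

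Whether the SCRB-seq differences between methods are differences between library pools was tested by comparing pools of 10 with pools of 100 nuclei. Across 1080 genes, which are not independent replicates, the differences at 10 and at 100 nuclei correlated with r = 0.133 for mineral oil minus heated xylene (p = 0.0240 from 1000 shuffles of the wells, highest shuffle 0.252), 0.160 for heated minus room-temperature xylene (p = 0.0639, 0.341) and 0.237 for mineral oil minus room-temperature xylene (p = 0.00999, 0.335). In simulated data, r was -0.0151 with pool effects alone and 0.452 with pool and method effects. Independent pool effects alone would give no correlation on average. Mineral oil minus heated xylene and mineral oil minus room-temperature xylene had shuffle p under 0.05, and heated minus room-temperature xylene did not. The shuffles break up the pools, so they do not give the spread of r that whole-pool effects would have. With pool effects alone the highest shuffle of the simulated data was 0.0784, under the 0.252 to 0.341 of the real wells. Pools as the whole cause thus stay open for each pair. All real values lie under that with pool and method effects, so pools may still add to the called genes. The shares of pool and method cannot be told apart. No biological explanation was tested.

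FFPE minus frozen differences were tested for bias by transcript length and GC content, with values for at least 96.9% of genes. Spearman rho with length was -0.0314 in SCRB-seq, -0.0992 in SMART-Seq2 wells and -0.0178 in nuclei, across genes. With GC content it was -0.0375, -0.101 and -0.251. Each has the same sign in the 3 tables, but with gene span rho was -0.0427, -0.123 and 0.107, which differ in sign. In SCRB-seq all are near 0, which argues against length or GC content as the whole cause there. The trends with GC content and span in the nuclei stay open.

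FFPE material carried genes of cerebellar granule neurons although the labels call every sample cortex. The median log2 FFPE minus frozen of the 16 list genes with a count (of 17) was 2.46 in SCRB-seq, 2.06 in SMART-Seq2 wells and 1.27 in nuclei, at percentile 100 of random lists in each table, with 16 of 16 genes higher in FFPE. With genes at 0 set to a floor of 3 counts over the group, the well values were 2.28 and 2.06. Gabra6 and Cbln1 had been seen among the largest rises in SMART-Seq2. Without them the medians of the other 14 genes were 2.17, 1.98 and 1.03 (percentiles 100, 100 and 99.9; 14 of 14 higher in FFPE), and 2.16 and 1.98 in the wells with the floor. Frozen material expressed 5, 5 and 6 of the 16 at 10 CPM or more. The most abundant list genes in FFPE SCRB-seq wells were Chn2 (760.2 CPM against 38.7 in frozen), Cadps2 (500.7 against 271), Gabra6 (295 against 0), Kcnc1 (263 against 112) and Cbln1 (258 against 1.06). In SMART-Seq2 they were Chn2 (2129 against 78.6), Cadps2 (943.9 against 340.1), Etv1 (508 against 82.6), Gabra6 (349.6 against 0) and Kcnc1 (292 against 74.3), with Cbln1 at 239 against 0. The 14 genes without Gabra6 and Cbln1 took 0.249% ± 0.111 of counts in 48 FFPE SCRB-seq wells against 0.0507% ± 0.0207 in 16 frozen wells (permutation p = 2.00e-05, the smallest possible, adjusted 4.00e-05). In SMART-Seq2 they took 0.435% ± 0.153 against 0.0604% ± 0.0117 (9 wells against 3, exact permutation p = 0.00909, also after adjustment). In mineral oil, heated and room-temperature xylene, the whole list took 0.315%, 0.311% and 0.287% in SCRB-seq, and 0.635%, 0.356% and 0.490% in SMART-Seq2 (3 wells each). Gabra6 was counted in 23 of 69 nuclei of MB14 and 33 of 74 of MB16, against 1 of 69 and 0 of 68 frozen nuclei, at median counts of 54403, 41839, 255329 and 212098.5. Lists of cortical excitatory neurons (-0.91, -0.86 and -0.82 in the 3 tables, percentiles 0.4, 0.28 and 3.98) and striatal spiny neurons (-0.999, -0.47 and -0.75, percentiles 0.01, 0.28 and 2.19) were lower in FFPE. These values are consistent with nuclei of cerebellum among the FFPE nuclei, a hypothesis. A difference in the piece of brain cut and the difference in treatment stay open, since all FFPE material may come from other blocks than the frozen material.

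Other fixed cell type lists were compared between FFPE and frozen material. The medians in SCRB-seq, SMART-Seq2 wells and nuclei were -1.12, -1.77 and -0.64 for excitatory, 0.39, 0.35 and -1.14 for inhibitory, and 0.83, 0.64 and -1.06 for precursor genes. They were 1.51, 2.36 and 0.55 for astrocyte, 0.99, 1.91 and 0.42 for microglia, -0.19, 1.39 and -0.22 for endothelial, and 0.07, -0.17 and 0.78 for mural or leptomeningeal genes. With genes at 0 set to the floor, the SMART-Seq2 medians were 0.23 for inhibitory and 1.67 for microglia genes. The oligodendrocyte list was compared too and is not reported here. Of the lists given here, those outside the central 95% of random lists were excitatory, precursor, astrocyte and microglia genes in SCRB-seq, excitatory, astrocyte, microglia and endothelial genes in SMART-Seq2, and inhibitory and mural or leptomeningeal genes in nuclei. The other values given here lie within it. Inhibitory, precursor, endothelial and mural lists differ in sign between tables. The values for nuclei rest on summed counts, and the FFPE sum largely on the 9 nuclei that no batch holds. Of each mural or leptomeningeal gene, 1 FFPE nucleus gave 15.1% (Ptgds) to 85.0% (Dcn) of the FFPE counts. With each nucleus weighted equally, Pdgfrb and Slc6a13 rose and the others fell, such as Dcn from 2.07 to 0.29 and Rgs5 from 0.59 to -0.30. The list was not placed among random lists with that weighting.

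Among droplet nuclei, ExNeuron3 had 0.477% of UMIs on the granule list (exact Poisson 95% interval 0.456 to 0.499), ExNeuron2 0.363% and the other ExNeuron classes 0.238% to 0.265%. Non-neuronal classes had 0.172% to 0.313%. Free RNA, doublets, nuclei in the wrong class and expression in other cells were not told apart as sources of that share. Median UMIs were 321 in ExNeuron3, 296 in ExNeuron2 and 331 in ExNeuron1. The most abundant list genes in ExNeuron3 were Chn2 (1429 CPM), Cadps2 (990.4) and Etv1 (590.1). Gabra6 stood at 364 CPM in ExNeuron3, 300.8 in ExNeuron2 and 175 in ExNeuron1, and the cortical list at 0.0813%, 0.110% and 0.161%. The cortical list took 0.105% to 0.123% in ExNeuron4, 5 and 6, and from 0.0679% in precursors to 0.167% in microglia among non-neuronal classes, so a low share is not particular to ExNeuron3. The granule list alone is in line with nuclei of cerebellum in ExNeuron3, again a hypothesis. For ExNeuron2, the striatal list took 0.181%, against 0.180% in ExNeuron3, 0.140% in ExNeuron1 and 0.105% to 0.140% in non-neuronal classes, so whether nuclei of striatum lie in that class stays open.

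ExNeuron4 and ExNeuron6 carry genes of inhibitory neurons: 0.621% and 0.363% of UMIs, against 0.137% to 0.191% in the other ExNeuron classes. Free RNA would give all classes a like share, so these values argue against it. At 235 UMIs per nucleus, 56.4% of ExNeuron4 and 51.7% of ExNeuron6 nuclei had a UMI of the list, against 27.2% to 34.8% in the other ExNeuron classes and 60.5% in precursors, whose high share was not explained. This argues against depth. Median UMIs were 371 and 353, against 296 to 347. Own clusters led by inhibitory markers held 25.1% to 44.7% of ExNeuron4 over 6 settings, against 0.387% to 3.46% of ExNeuron1, 2, 3 and 5, so inhibitory neurons may lie within ExNeuron4. They held 1.91% to 7.18% of ExNeuron6, which leaves that class open. Doublets stay open for both.

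Genes of the Y chromosome (Ddx3y, Eif2s3y, Kdm5d and Uty) separated FFPE from frozen material in SMART-Seq2 wells: 0.226 ± 0.677 CPM in FFPE (1 count in 1 of 9 wells) against 307 ± 38.8 in frozen (3 of 3 wells). Eif2s3y and Kdm5d had been seen first as the largest falls of this contrast, so the test rests on Ddx3y and Uty alone: 0.226 ± 0.677 CPM against 124 ± 43.5 (exact permutation p = 0.00909, also after adjustment). In SCRB-seq they were lower but not absent: 43.1 ± 36.5 CPM in FFPE (127 counts, 39 of 48 wells, Eif2s3y at 0) against 228 ± 166 in frozen (14 of 16 wells). Ddx3y and Uty alone had 37.4 ± 30.1 against 114 ± 132 CPM there (permutation p = 1.00e-04, adjusted 2.00e-04). FFPE plates MB14 and MB16 had 10.6 and 3.49 CPM, in 10 of 69 and 13 of 74 nuclei, frozen plates 43.1 and 58.8, in 39 of 69 and 39 of 68. Gm21317, which the annotation puts on the Y chromosome, ran the other way: 2481 counts in 48 of 48 FFPE SCRB-seq wells against 2 in frozen wells, where reads shared with other copies were not tested. Droplet nuclei had 296 CPM, with 1 UMI of Xist among 2605198. Xist is absent from the bulk and plate tables. Whether the FFPE and frozen material came from animals of different sex stays open. Counts of Y genes remain in FFPE SCRB-seq wells and plate nuclei, and only SMART-Seq2 wells nearly lack them. The labels give no sex, so sex, region, animal and treatment cannot be separated in FFPE minus frozen.

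The 5 largest rises from frozen to FFPE nuclei rest on single nuclei: 5 of 5 genes drew over 50% of their FFPE counts from 1 nucleus. This was known beforehand and describes the genes rather than testing an explanation, which stays open. Human genes took a median of 1.2% of counts in nuclei of batch 1 and 5.52% in batch 2, and Gm10801 7.72% and 0.152% of mouse counts. Within batch 1 the plates differed too: human genes took 3.58% in MB17 and 1.04% in MB18, and Gm10801 1.04% and 10.65%, with 70 of the 98 nuclei from MB18. The batch medians thus depend on the plates.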
